A study of Mus musculus with 6 samples. Its data were reported in "Global Developmental Gene Programing Involves a Nuclear Form of Fibroblast Growth Factor Receptor-1 (FGFR1)" (2015).

How the data were processed

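MicroRNAs (miRNAs) were measured by small-RNA sequencing in mouse E14Tg2a embryonic stem cells (ESCs), a feeder-independent line. There were 3 libraries from ESCs kept in leukemia inhibitory factor (LIF) and 3 from neuronal cells (NCs), made by culture without LIF and with 1 µM retinoic acid (RA) for 48 hours. Groups were taken from the sample labels.

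The authors deposited 1 table of their own comparison, with 898 miRNA genes and no value for single libraries. Its signal columns held the authors' group means of read counts divided by a size factor for each library. The fold change in the authors' deposited table was the ratio of the NC mean to the ESC mean, and the log2 fold change in the authors' deposited table was its logarithm without a pseudocount. The p-value and adjusted p-value in the authors' deposited table came from a test that is not named. The column names are those of the first DESeq package, which the authors may have used. The adjusted values equalled a Benjamini-Hochberg adjustment over the 634 miRNAs with a p-value, within 1.32e-09. Adapter removal, the aligner, the miRNA annotation and the counting rules were not stated, and these can change the counts of miRNAs that share sequence.

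The design was fixed before the deposited data were examined, but after a supplementary miRNA table of the study had been read. It named a count test if counts per library were given and otherwise the adjusted p-value as deposited, with no new test. The deposited table held group means, so the latter applied. A miRNA was counted as differential at a deposited adjusted p-value under 0.05, and also with an absolute log2 fold change of at least 1. Named miRNAs were the 10 with the smallest adjusted p-value in each direction, the members of 8 fixed families, and the 5 with the largest mean in each group. For each family, the median log2 fold change of the detected members was computed with a pseudocount of 1, and its percentile was taken among 10000 random sets of the same size, matched on mean abundance in 10 bins. These log2 values understate the change of miRNAs with low counts. The families were listed after a supplementary miRNA table of the study had been read, so they were not independent of these libraries. The rule for names beginning with mir-124 also took in mir-1247, which was kept.

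Reads of single libraries were recovered from the group means. A mean of 3 normalized counts is a sum of whole multiples of 3 steps, 1 for each library, and the deposited means carried 10 decimals, so the whole numbers could be found by enumeration. This gave reads for 540 of 549 miRNAs above 0 in ESCs (98.4%) and 583 of 602 in NCs (96.8%). The most abundant miRNAs were not resolved, and the resolved ones held 24.7% of the summed signal in ESCs and 11.2% in NCs. The size factor of each of the 6 libraries equalled the ratio to the geometric mean of a single miRNA within 1.25e-13, as a median of ratios does. In simulated data, 575 of 590 detected miRNAs were resolved and 575 were right. Libraries were named A, B and C by falling size factor within each group. They carry no replicate number, so none was assigned to a labelled replicate. The size factors were 1.62, 0.937 and 0.547 in ESCs and 2.31, 0.977 and 0.585 in NCs, and the resolved reads ranged from 104323 to 450012. A count of 0 allows up to 3 reads in a library. Means for 3 reads in every library, 3.51 in ESCs and 3.17 in NCs, were the floor against which lower bounds of fold changes were computed. These floors cover counting error only.

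As an alternative chosen after the data were seen, limma 3.58.1 (R 4.3.3) with voom weights was run on 613 miRNAs resolved in both groups, with the recovered size factors and miRNAs with at least 10 reads in 3 or more libraries (2 or more where a group had 2 libraries), and Benjamini-Hochberg adjustment. In all, 14 limma fits were made, besides the fits of other splits of the libraries. On simulated counts of 613 miRNAs with 200 changed 4-fold, 103 changed miRNAs passed the filter and 102 were called, and 1.92% of the calls were false. The simulated counts held no deviation shared by libraries of both groups, unlike the real ones. These rates therefore need not hold for the real libraries. Positions and hairpin sequences were those of GENCODE M21 on mouse build GRCm38, matched by gene symbol; the build used for the miRNA libraries was not stated. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

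The alternatives covered the threshold, the set of miRNAs adjusted over, gene copies, the pseudocount and the scaling between groups. Count tests on deposited library counts were not run.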

Results

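To identify miRNAs whose levels change when ESCs become NCs under RA, small-RNA libraries from 3 ESC and 3 NC cultures were compared. Values for both groups were means of normalized counts in the authors' deposited table, in which 634 of 898 miRNA genes had a value above 0 in at least 1 group. Of these, 549 were above 0 in ESCs and 602 in NCs, and 264 genes were listed at 0 in both groups of the authors' deposited table. The recovered size factors of the 6 libraries differed by up to 4.21-fold, and the precision for miRNAs with few reads was set by the shallowest library of each group.

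In the authors' deposited table, 24 miRNAs had an adjusted p-value under 0.05, of which 18 were higher and 6 lower in NCs. All 24 also changed by at least 2-fold, and the smallest absolute log2 FC among those with a finite value in the authors' deposited table was 2.20. At an unadjusted p-value under 0.05, the authors' deposited table held 56 miRNAs, 39 higher and 17 lower in NCs. Among the alternatives, the count moved most with limma-voom on the recovered reads of the 2 deeper libraries of each group, an alternative chosen after the data were seen, which called 164 miRNAs. Gene copies of the same name made up part of the 24, which represented 20 distinct names. Recovered reads were complete for 21 of the 24, and in all 21 every library of one group lay above every library of the other. Among the 311 resolved miRNAs with a mean of at least 10, the groups did not overlap in 99 (31.8%), where chance gives 10% for exchangeable libraries. The libraries were not exchangeable, since a deviation was shared across the groups (given with the recovered libraries), so that rate is only a guide.

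**Figure D1:**
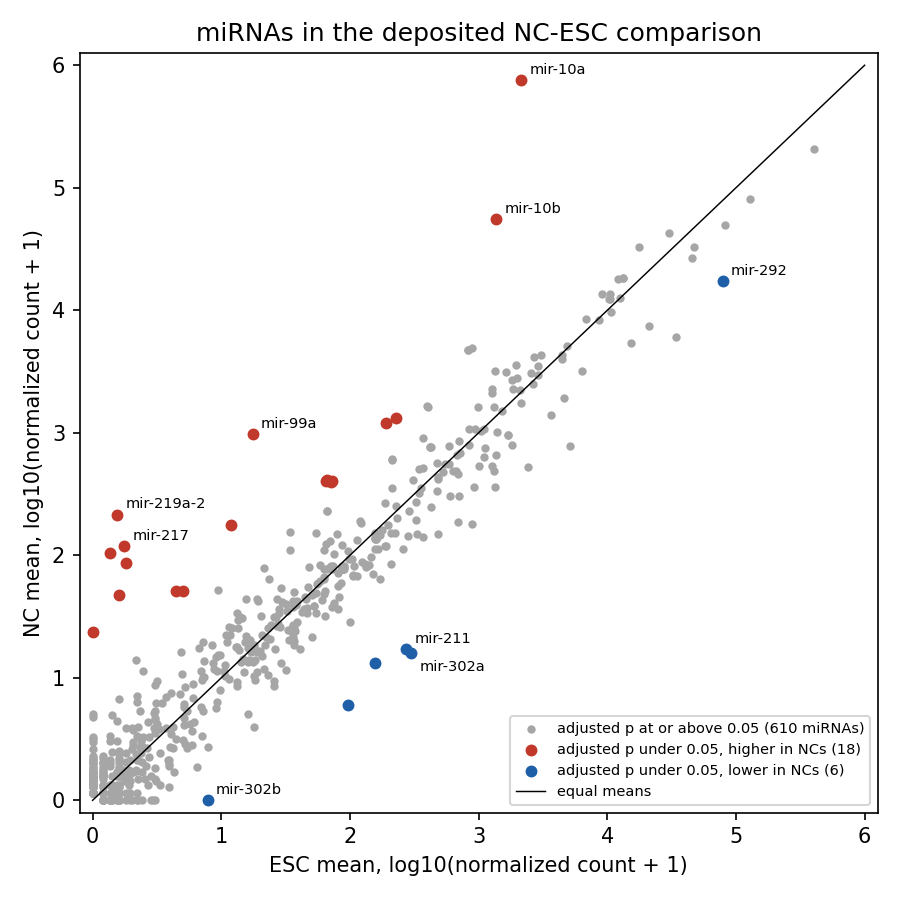
Group means of the 634 detected miRNAs in the authors' deposited table, as log10 of the normalized count plus 1, in ESCs (x axis) and NCs (y axis). Red points mark the 18 miRNAs higher and blue points the 6 lower in NCs at an adjusted p-value under 0.05, and the line marks equal means.

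The miRNA with the smallest adjusted p-value was mir-10a (Mir10a, chromosome 11, 96317165 to 96317274, plus strand, between annotated genes). Its mean in the authors' deposited table rose from 2136 in ESCs to 754551 in NCs, a 353-fold change (adjusted p-value 5.30e-22). mir-10b (chromosome 2, 74726070 to 74726137, in an intron of Hoxd3 and Hoxd4) rose 40.6-fold in the authors' deposited table, from 1375 to 55789 (adjusted p-value 2.82e-11). The hairpins of mir-10a and mir-10b share a run of 15 nucleotides, so reads could have been exchanged between them, depending on the counting. mir-615 (chromosome 15, 103014910 to 103015001, in an intron of Hoxc5) had at most 1.07 normalized counts in a recovered ESC library and 95.4 to 107.5 in the NC libraries. It was at least 29.3-fold higher in NCs, with an adjusted p-value of 2.82e-11 in the authors' deposited table.

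mir-99a (chromosome 16, 77598936 to 77599000, in an intron of Mir99ahg) rose 58.9-fold, from 16.5 to 973 in the authors' deposited table (adjusted p-value 3.44e-12). Its recovered libraries held 12.8 to 18.5 normalized counts in ESCs and 934 to 1019 in NCs. mir-100 (chromosome 9, 41531425 to 41531504, in an intron of 3110039I08Rik) rose 16.2-fold in the authors' deposited table (adjusted p-value 2.71e-07), and 39.2-fold in the recovered libraries without ESC library C. The hairpins of mir-99a and mir-100 share a run of 16 nucleotides, so their separate values are uncertain. On chromosome 11, mir-216b (28746191 to 28746276), mir-216a (28757012 to 28757083) and mir-217 (28763728 to 28763835) were at or under 3 reads in every recovered ESC library, and were at least 24.4-fold, 6.44-fold and 33.7-fold higher in NCs. Their adjusted p-values in the authors' deposited table were 4.31e-07, 2.56e-05 and 2.06e-10. mir-1251 (chromosome 10, 92137140 to 92137223, in an intron of Rmst) was at least 13.1-fold higher, with an adjusted p-value of 1.52e-07 in the authors' deposited table. mir-219a-2 (chromosome 2, 29845631 to 29845727, between annotated genes) was at least 61.0-fold higher, with an adjusted p-value of 4.15e-05 in the authors' deposited table. Its recovered NC values ranged from 61.6 to 305 normalized counts, and without ESC library A its adjusted p-value in limma-voom was 0.0888.

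The 6 miRNAs lower in NCs included mir-302a, mir-302b, mir-302c and mir-302d, which lie on chromosome 3 between 127545228 and 127545689, in an intron of Larp7 on the opposite strand. mir-302a fell 19.9-fold in the authors' deposited table, from 299 to 15.0 (adjusted p-value 4.31e-07), and its recovered libraries held 234 to 345 normalized counts in ESCs and 12.0 to 18.4 in NCs. mir-302c and mir-302d fell 19.4-fold and 12.7-fold in the authors' deposited table (adjusted p-values 1.29e-05 and 3.36e-05). mir-302b had 0 reads in every recovered NC library and was at least 2.16-fold lower in NCs, with an adjusted p-value of 0.0329 in the authors' deposited table. It had too few reads to pass the filter of limma-voom with all 6 libraries, and without NC library A or B its adjusted p-value in limma-voom was 0.0907 or 0.0830. The hairpins of these 4 share runs of 16 to 20 nucleotides in pairs, so their separate values are uncertain. mir-211 (chromosome 7, 64205806 to 64205911, in an intron of Trpm1) fell 16.8-fold in the authors' deposited table (adjusted p-value 1.82e-06). mir-292 (chromosome 7, 3219189 to 3219270, in an exon of Nlrp12 on the opposite strand) fell 4.58-fold in the authors' deposited table, from 78854 to 17207 (adjusted p-value 0.0247); its reads were not resolved.

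**Figure D2:**
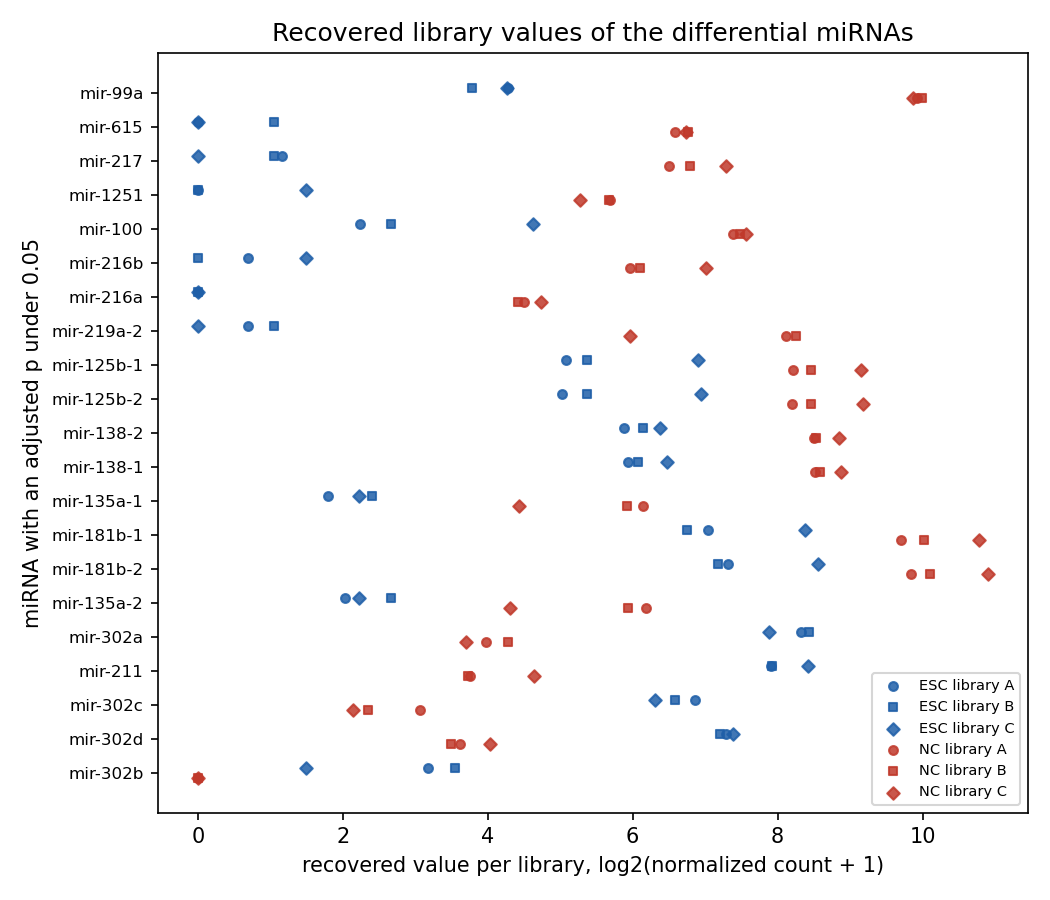
Recovered values of single libraries, as log2 of the normalized count plus 1 (x axis), for the 21 differential miRNAs resolved in both groups (y axis). Blue marks are the 3 ESC and red marks the 3 NC libraries, and in each of the 21 rows the groups do not overlap.

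The recovered libraries did not differ only by group. In each group the shallowest library, C, lay apart from the other 2. Across 221 miRNAs with a mean of at least 20, the log2 deviation of library C from A and B in ESCs correlated with that in NCs across miRNAs, which are not independent replicates (Pearson's r = 0.793, Spearman's rho = 0.851). The SD of this deviation across miRNAs was 1.35 in ESCs and 1.26 in NCs, against 0.349 and 0.254 for the difference between A and B. The labels gave no batch. The comparison was therefore repeated within the deeper libraries and within the shallowest ones. The 21 resolved differential miRNAs had the same direction in both, which the lack of overlap between their groups already ensures. With a pseudocount of 1, the log2 FC in the deeper and in the shallowest libraries was 5.92 and 5.60 for mir-99a and -4.25 and -4.18 for mir-302a. For mir-219a-2 it was 7.31 and 5.97, and for mir-100 it was 4.98 and 2.93. mir-219a-2 had 1, 1 and 0 reads in ESC libraries A, B and C, so the pseudocount largely sets the size of its values. The shallowest set held 1 library of each group and gives no test.

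**Figure D3:**
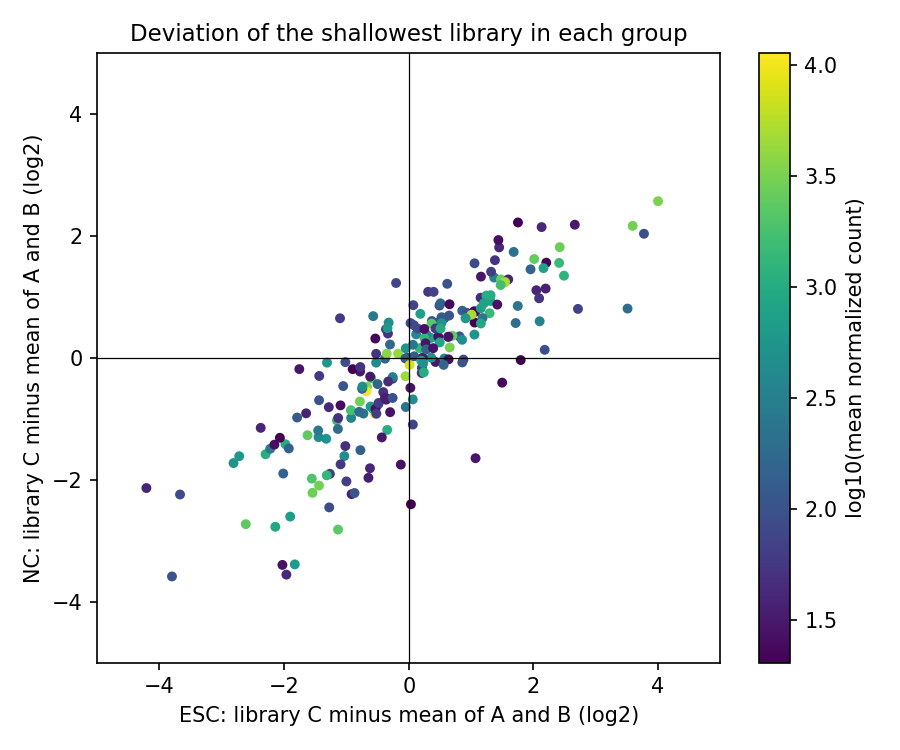
Deviation of the shallowest library from the mean of the other 2 in the same group (log2 of recovered normalized counts plus 1), in ESCs (x axis) and NCs (y axis), for 221 miRNAs colored by log10 mean. The points lie along a rising diagonal (Pearson's r = 0.793).

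A few miRNAs held most of the signal. In ESCs mir-182 (chromosome 6, 30165918 to 30165992) held 34.8% of the summed means of the authors' deposited table, and the top 10 miRNAs held 76.8%. The next in ESCs were mir-541 (11.1%), mir-411 (7.12%), mir-292 (6.84%) and mir-191 (4.09%) in the authors' deposited table. In NCs mir-10a held 47.1% and the top 10 held 81.1% in the authors' deposited table, followed by mir-182 (13.0%), mir-541 (5.01%), mir-10b (3.48%) and mir-411 (3.08%). Without mir-10a, the top miRNA of NCs was mir-182 with 24.5%. The lower NC means of mir-182, mir-541, mir-411 and mir-191 had adjusted p-values of 0.902, 1, 1 and 1 in the authors' deposited table and were not called. Scaling both groups to the same total shifted every log2 FC by -0.48, and doing so without mir-10a shifted it by 0.44, so smaller changes have no fixed direction.

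Among the fixed families, the ESC clusters fell. The median log2 FC of the 8 members of the cluster of miR-290 to miR-295 was -1.89, and that of the 5 members of the cluster of miR-302 and miR-367 was -3.56, each under the medians of all 10000 matched sets. With low means set to the floor these were -1.90 and -3.97. Adjusted over all miRNAs, 1 and 4 members had an adjusted p-value under 0.05 in the authors' deposited table, and adjusted over the list alone 4 and 4, which is not independent evidence. In limma-voom on the recovered reads, 4 of the 4 members of miR-290 to miR-295 tested and 3 of the 3 members of miR-302 and miR-367 tested were called lower in NCs, with and without the library set as covariate. The most abundant members, mir-291a, mir-292 and mir-293, were not tested, since their ESC reads were not resolved. Their ESC means were 34392, 78854 and 20987, of 137250 summed over the cluster. In the authors' deposited table mir-292 was called, but mir-291a and mir-293 were not (adjusted p-values 0.484 and 0.874). mir-292b and mir-367 were at or under the floor in both groups. The 15 members of miR-17-92 and its paralogous clusters had a median of 0.01 (percentile 43.2), which reversed to -0.46 at equal totals; 0 had an adjusted and 0 an unadjusted p-value under 0.05 in the authors' deposited table, whose values take no account of the deviation shared by the shallowest libraries. With the library set as covariate, limma-voom called 2 of the 14 members tested, mir-17 and mir-20a (adjusted p-values 0.000854 and 0.00523), both higher in NCs. Equal totals would shift their log2 FCs in that fit (0.62 and 0.53) by -0.48, so the size of these rises depends on the scaling. The 13 let-7 family members had a median of -0.03 (percentile 73.8), which reversed to 0.41 at equal totals without mir-10a; 0 had an adjusted and 2 an unadjusted p-value under 0.05 in the authors' deposited table, let-7c-1 and let-7c-2, which were higher in NCs. With the library set as covariate, limma-voom called 7 of the 11 members tested, of which 3 were higher in NCs (let-7c-1, let-7c-2 and let-7e) and 4 lower (let-7d, let-7g, let-7i and mir-98). Equal totals without mir-10a would shift the log2 FC of let-7i in that fit (-0.49) by 0.44, so its fall depends on the scaling.

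The families with higher medians in NCs kept their direction under the scalings tried. The 6 Hox-cluster miRNAs had a median log2 FC of 3.52 (percentile 99.98), and 3.30 with low means at the floor. Of these, 3 were called in the authors' deposited table, and 4 adjusted over the list alone. mir-196a-1 and mir-196a-2 were lower in NCs (-0.51 and -0.48) without being called there, and had adjusted p-values of 0.0374 and 0.0333 in limma-voom with the library set as covariate. They were not called without the covariate (0.355 and 0.545 in limma-voom) or with the 2 deeper libraries of each group, where 0 Hox-cluster miRNAs were called lower. The falls of mir-196a-1 and mir-196a-2 were also close in size to the shift at equal totals without mir-10a (0.44). mir-196b was higher in NCs (1.70) and was not called in the authors' deposited table (adjusted p-value 0.151). In limma-voom its adjusted p-values were 0.00798 without and 2.58e-05 with the covariate. The 6 members of the miR-99/100, let-7 and miR-125 clusters had a median of 2.64 (percentile 99.99), with 4 called in the authors' deposited table and 4 adjusted over the list alone. mir-125b-1 (chromosome 9, 41581926 to 41582002) and mir-125b-2 (chromosome 16, 77646273 to 77646343) rose 6.32-fold and 6.30-fold in the authors' deposited table (adjusted p-values 0.000718 and 0.000841). Without ESC library C, the FC of each moved by over 1.5 times, to 11.3-fold for mir-125b-2, and the log2 FC of mir-125b-1 was 3.11 in the deeper and 2.24 in the shallowest libraries. mir-125a and mir-99b differed by -0.04 and 0.35, within the shifts between scalings. Their ESC reads were uneven, with 10192 and 11857 in library C against 6500 and 9102 in A and 3013 and 4176 in B. Their ESC means thus rested much on library C, the shallowest, and their NC reads were not resolved. These 2 values do not show that the levels were unchanged.

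The 17 detected neuronal miRNAs had a median log2 FC of 1.00 (percentile 99.97), and 1.10 with low means at the floor; 16 were higher in NCs, and 15 at equal totals. Of these, 5 were called in the authors' deposited table, and 6 adjusted over the list alone. Besides mir-219a-2, the called ones were mir-138-1 and mir-138-2, which each rose 5.68-fold in the authors' deposited table (adjusted p-value 0.00352 for both), and mir-135a-1 and mir-135a-2, which rose 14.4-fold and 12.5-fold in the authors' deposited table (adjusted p-values 0.00352 and 0.0126). Of 13 neuronal miRNAs tested in limma-voom on the recovered reads, 5 were called without and 11 with the library set as covariate, all higher in NCs. These counts take each gene copy as a member. Copies of mir-9, mir-138, mir-135a and mir-218 had near-equal reads (4157, 4146 and 4142 for mir-9-1, mir-9-2 and mir-9-3), so their calls are not separate observations. The miR-181 family had a median of 2.51 (percentile 99.99), which fell to 0.56 (percentile 88.7) with gene copies counted once, since its members went both ways. mir-181b-1 and mir-181b-2 rose 6.38-fold and 5.78-fold in the authors' deposited table (adjusted p-values 0.00352 and 0.00693), and mir-181b-1 rose 10.2-fold in the recovered libraries without ESC library C. mir-181a-1 and mir-181a-2 were higher (2.51 and 2.51) and mir-181c and mir-181d lower (-1.49 and -1.40) without being called there. Library C of each group lay above A and B for mir-181a-2, by a log2 deviation of 1.48 in ESCs and 1.29 in NCs. The size of its change thus also depends on the shallowest libraries. In limma-voom on the recovered reads all 6 members were called, 4 higher and 2 lower in NCs, with and without the library set as covariate. Adjusted over the list alone, all 6 passed in the authors' deposited table, against 2 over all miRNAs. The separate values of gene copies are uncertain, since the counting of shared reads was not stated. Copies with near-equal reads, such as mir-181a-1 and mir-181a-2, repeat a measurement in the member counts of every family.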

Values the study reported

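The study reported 534 expressed miRNAs and 24 with differential regulation between ESCs and NCs. It reported that nuclear FGFR1 occupied the proximal promoters of 14 expressed miRNAs in NCs.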

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

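The alternatives on the deposited comparison were listed before the data were examined, and those on recovered reads were chosen after the data were seen. No paired analysis was possible because the recovered libraries carry no replicate number. Planned fits on deposited library counts, including other size factors and count tests, were not run, since the deposited values were group means. Leaving out libraries in the family medians was also planned and was not run, although reads were recovered for most family members.

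On the deposited comparison, the 24 differential miRNAs ranged from 20 to 29 over the planned thresholds, adjustments and copy rules. On the recovered reads, limma-voom called 51 of 319 tested miRNAs (32 higher and 19 lower in NCs), all of them with at least a 2-fold change. With the library set as covariate it called 144 (75 higher and 69 lower), of which 83 changed at least 2-fold, and the 51 were among the 144. Only the 2 deeper libraries of each group gave 164, and limma-trend with the covariate gave 69 higher and 59 lower in NCs. At least 10 reads in every library gave 31 of 228 tested. That filter left out called miRNAs with under 10 reads in a library, such as mir-615, mir-217 and mir-302a. Whether this accounts for the whole fall was not tested. Leaving out 1 library gave from 17 to 56 across the 6 fits, with 17 without ESC library A, 19 without ESC library B, 22 without NC library B and 29 without NC library A, but 48 without ESC library C and 56 without NC library C. The counts thus moved with which library was left out; the cause was not tested. The FC of 4 of the 21 resolved calls (mir-100, mir-125b-1, mir-125b-2 and mir-181b-1) moved by over 1.5 times, each without ESC library C.

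Of the 24 named calls, 8 lost their adjusted p-value under 0.05 in at least 1 fit that left out a library (7 without ESC library A, 7 without ESC library B, 5 without NC library B and 2 without NC library A), and 0 reversed. The settings with all 6 libraries, or with the 4 deeper ones, lost 0 of those they tested. mir-10a, mir-10b and mir-292 had no such fit.

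A mean of at least 10 left 332 of the 634 detected miRNAs. The shares of signal moved with copies counted once, to 35.7% (top 1) and 78.9% (top 10) in ESCs and 48.4% and 83.4% in NCs. Without mir-10a the top 10 held 76.9% in ESCs, and the top 1 and top 10 held 24.5% and 66.5% in NCs. The median of miR-17-92 and its paralogous clusters reversed to -0.46 at equal totals, and that of the let-7 family reversed to 0.41 at equal totals without mir-10a and to 0.047 when centred on the median, by the shift itself. The miR-181 family weakened to 0.56 with copies counted once, which drops members that rose. The other families kept their direction and their place among matched sets; without mir-1247 the neuronal median was 1.06.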

Other observations

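The tests of depth, GC content and RNA from other cells, of gene copies, and of the spread within groups were chosen after the patterns were seen. The labels give no batch, and no biological explanation was tested for the library pattern.

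The shallowest library of each group lies apart from the other 2, and the deviating miRNAs are shared between groups. mir-423 had 861 and 683 normalized counts in the 2 deeper ESC libraries and 12286 in the shallowest, and 657, 814 and 4343 in the NC libraries. mir-32 had 170 and 214 against 12.8 in ESCs, and 117 and 111 against 8.55 in NCs. Lower depth is argued against, since among 65 miRNAs with a mean of at least 500 the SD of the deviation in ESCs was still 1.45, against 0.195 for the difference between the deeper libraries. Hairpin GC content, known for 96.8% of these miRNAs, had rank correlations with the deviation of 0.284 in ESCs and 0.217 in NCs, under the limit of 0.3 set for the test. The difference between the deeper libraries had correlations of similar size (0.273 in ESCs and -0.224 in NCs). With the linear GC trend removed, the deviations of the groups still correlated (r = 0.778), which argues against hairpin GC content as the whole cause. GC content of the sequenced reads was not tested and stays open. RNA from other cells stays open. The 7 members of the miR-290 to miR-295 and miR-302 clusters with enough reads, which dilution would lower together, had a median deviation of 0.14 in the shallowest ESC library, but they went both ways, from -0.50 to 1.32, so the median does not decide it. A difference in library preparation or handling shared by these libraries stays open too, and may be worth a look in the reads.

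More miRNAs were called with the library set as covariate. A candidate explanation is that the set difference inflates the spread within groups. The first measure looked at went against it: the median residual of voom rose from 0.870 to 0.926 with the covariate. That value is relative to voom's own trend, so a measure on the log2 scale was then chosen, with knowledge of the first. The median residual SD of log2 normalized counts was 0.508 without the covariate and 0.247 with it, and the 4 deeper libraries alone gave 164 calls against 51, a comparison that uses neither measure. The set was noticed in the same data.

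Of the 10 splits of the 6 libraries, 1, the real one, gave as many as 51 miRNAs. The other 9 gave 0, with 0 to 32 at an unadjusted p-value under 0.05. With the library set as covariate, 1 of the 6 splits that part the shallowest libraries, the real one, gave as many as 144. The other 5 gave 0, with 0 to 26 at an unadjusted p-value under 0.05. So few splits cannot give a share under 0.05.

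Gene copies of most names gave near-equal reads in each library. Of 179 pairs of copies, 139 came from 3 names, mir-669a, mir-467a and mir-466b, so each name was counted once. Over 34 names the median index of dispersion between copies was 0.0870, where separate reads give 1; 25 names were under 0.5 and 7 over 2. Reads shared between copies and counted at each copy are consistent with the low values. They do not describe the 7, among them mir-92a-1 and mir-92a-2, with 18618 and 81 reads over the 6 libraries, and mir-24-1 and mir-24-2, with 30 and 1046, which were singled out after their values were seen. Of the 4 pairs among the differential miRNAs, mir-125b-1 and mir-125b-2 had an index of 0.0320, while mir-181b-1 and mir-181b-2 had 4.50. The 24 differential miRNAs had 20 distinct names.

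mir-219a-2, mir-135a-1 and mir-135a-2 rise less in the shallowest library. The trend of hairpin GC content in NCs predicted a median of 12.2% of the deviation of the 3. The values were -3.50% for mir-219a-2, 12.2% for mir-135a-1 and 34.9% for mir-135a-2, so a part for mir-135a-2 is not excluded. The 2 mir-135a copies had near-equal reads (index 0.0337), so the 3 are not separate observations. Their hairpin GC content was 46.7% and 33.0%, so that of a hairpin need not be that of its reads. The test therefore cannot decide whether GC content of the reads is the reason. The general deviation of these libraries stays open.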
